A study of Heterocephalus glaber with 215 samples. Its data were reported in "Naked mole-rat transcriptome signatures of socially suppressed sexual maturation and links of reproduction to aging" (2018).

How the data were processed

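RNA of 10 tissues from 24 naked mole-rats was measured as 215 single-end RNA-seq libraries. The animals were 6 female breeders, 6 female non-breeders, 6 male breeders and 6 male non-breeders. Breeders were animals paired with an unrelated partner, and non-breeders were litter siblings that stayed in the natal colony. Litter, colony of origin and mate were entered in no test, so animals are treated as independent. Breeding status cannot be told apart from removal from the natal colony. By the study's account, breeding males were taken within days of a birth, and breeding females weeks later, after their mates were gone. Sex among breeders therefore cannot be told apart from time of sampling and loss of the mate. Heart, skin, kidney, cerebellum, hypothalamus, pituitary, thyroid and adrenal were taken from both sexes, and ovary or testis from one sex each. Groups and animal numbers were taken from the labels of the samples, which write BF and NF for female breeders and non-breeders and BM and NM for males. Liver and the guinea pig libraries of the study are not analysed here.

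The authors aligned the reads to the public naked mole-rat genome with STAR 2.4.1d, discarded reads that mapped to several loci, and counted reads per gene symbol with HTSeq on transcripts placed on that genome. The deposited table holds the authors' counts, whole numbers of reads per gene that were not normalized. The library kit does not mark strand, so reads of overlapping antisense genes cannot be told apart. The table has 16339 rows, of which 61 have no count in any library. None of the 13 mitochondrially encoded genes is among its rows, so the planned ratio of mitochondrial to nuclear reads was not computed. Of the symbols, 25 read as calendar dates, and 2 of these occur more than once. In the RefSeq table of the species, 14024 symbols (85.8%) were found. That table describes a newer assembly and was used only for the order of neighbouring genes, so no coordinates are given.

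The total count per library ranged from 9553515 to 20099804, with a median of 14.31 megareads (Mreads). The 10 most abundant genes took between 5.07% and 51.42% of the counts of a library, with the highest shares in heart and pituitary. Counting intervals cover counting error only, since PCR copies of a read are not told apart. No pair of libraries held identical values. Over the 535 pairs of libraries within a group, the lowest chi-square per degree of freedom was 6.58, so no pair differed by less than sampling noise. All tissues came from the same 24 animals, so results in different tissues are not independent. Status and sex comparisons of a tissue share the libraries of a group, so they are not independent either.

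Before the data were examined, the groups, the comparisons, the tests, the alternatives, the gene lists and the rule for named genes were fixed. As in the study, the cerebellum library of male breeder BM_5982 and the ovary library of female breeder BF_1816 were left out, which leaves 213 libraries. Cerebellum of male breeder BM_3274 is not among the samples used here. Each group therefore had 6 libraries, except cerebellum of male breeders with 4 and ovary of female breeders with 5.

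Each of 34 comparisons was fitted alone in edgeR 4.0.16 (R 4.3.3) with the 2 groups compared. Genes were filtered with filterByExpr, libraries were scaled by TMM, and genes were tested by the quasi-likelihood F-test with robust dispersions. P-values were adjusted by Benjamini-Hochberg within a comparison, and a gene is said to be called where its adjusted p was below 0.01. Comparisons were breeders against non-breeders within a sex (18) and females against males within a status (16). The sum of calls over tissues is given as expression differences and the union as differentially expressed genes. Log2 fold changes are given with their standard error. Levels are in CPM, counts per megaread of the scaled library, as mean ± SD over the libraries of a group.

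The difference in status effect between the sexes was tested as an interaction in a fit of all 4 groups of a tissue. The difference in male status effect between testis and skin was tested in a fit of both tissues of all 12 males. Testis and skin came from the same animals, and the fit with the animal as a block is given beside it. The correlation of an animal's deviations from its group means between both tissues ranged from -0.173 to 0.269.

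The text names genes by a fixed rule. In 9 main comparisons these were called genes with a mean of at least 5 CPM in a group, up to 6 with the largest positive and 6 with the largest negative log2 fold change, and up to 3 called members of each list described. Added to these were hormone, receptor, steroid and antioxidant genes named in advance, several of them singled out by the study on these same animals. In other comparisons with up to 10 calls, all were named. Genes outside the rule are marked as chosen after their values were seen. Members of lists that did not pass are given as examples with the smallest p.

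The 57 gene lists hold 21 functional groups and 36 sets of cell type markers. Lists with at least 4 tested members were tested with camera in limma 3.58.1 on voom values, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 1528 tests. Camera with an estimated correlation and fry were run beside it. Counts of members are given over all genes tested and adjusted over the list alone. The score of a list is its mean log2 CPM in a library (prior count 2). Scores were compared by two-sided exact permutation tests over all splits of the libraries, adjusted over 1640 tests. For 6 against 6 libraries (924 splits) the smallest p this test can give is 0.00216. An adjusted p could be small only with many tests at this floor, and the smallest was 0.263. A score that fails after adjustment is therefore no evidence of no difference. Overlaps of calls were tested with one-sided Fisher's exact tests.

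Genes that differ between the sexes were looked at first, as a check of the labels. To check which animal a library came from, the deviations of 100 genes from the group means were compared with those of each animal in its other tissues. The genes were chosen in those other tissues.

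Alternatives fixed in advance were DESeq2 size factors in place of TMM, no filter, a filter of a mean of 1 CPM, DESeq2 1.42.0, limma voom with quality weights, all 4 groups in one fit, age as a covariate, the libraries left out kept in, and each animal left out in turn (403 fits). Chosen after seeing the data were fits without doubted libraries, fits with a skeletal muscle or spermatid score as a covariate, and testis against skin by DESeq2 and voom. The correlation of muscle and respiratory chain scores in skin was also chosen then. The doubted libraries were the thyroid libraries labelled NF_3605, NM_3295 and BM_1147 and the pituitary libraries NF_2969 and NF_3605, which stood apart from the other libraries of their tissue or from the sex on their label. Calls were also counted in 60 splits of the same animals per comparison with edgeR, 40 for the interaction and for testis against skin, and 30 with DESeq2, the real split included.

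The steps were tested on simulated data, counts drawn with the means, spreads and depths of the real libraries and 100 genes changed by each fold. At 2-fold and 4-fold, edgeR recovered 70 and 93 of 100 genes in the simulated ovary comparison (13837 genes tested, 2 false calls) and 62 and 98 in testis (14435 genes, 3 false calls). It recovered 60 and 94 in thyroid of females (12948 genes, 1 false call), 86 and 94 in adrenal of breeders by sex (13055 genes, 3 false calls), 33 and 95 in skin of males (13458 genes, 3 false calls), and 75 and 95 for the interaction in adrenal (13380 genes, 2 false calls). In simulated testis data, the list made to rise had a camera p of 2.99e-60, and 0 of 51 lists without shared members were called. Correlation between genes was not among the properties taken from the real libraries (estimated at 0.676 for cholesterol synthesis genes in testis). The 0 of 51 therefore does not show how often camera calls real lists falsely. In simulated tissues, the match of animals found 2 of 2 exchanged libraries and gave the right animal for 188 of 188 others. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15.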

Results

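RNA-seq libraries of 10 tissues were compared between reproductive and non-reproductive naked mole-rats, a eusocial rodent in which most colony members do not breed. The 24 animals fell into 4 groups of 6, namely female breeders, female non-breeders, male breeders and male non-breeders. Mean ages were 3.517 ± 0.183 years (SD, n = 6) in female breeders, 3.4 ± 0.6 in female non-breeders, 3.517 ± 0.571 in male breeders and 3.417 ± 0.564 in male non-breeders. Library totals ran from 9553515 to 20099804 counts, and the median per tissue lay between 12.98 Mreads in heart and 15.38 Mreads in thyroid. Status comparisons asked which genes differ between breeders and non-breeders of a sex, and sex comparisons asked how far females and males differ within a status. Log2 fold changes are given ± SE and levels in CPM ± SD, with n = 6 per group unless stated. Animals are named as in the labels, with BF and NF for breeding and non-breeding females and BM and NM for males.

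Genes with a sex difference shared by tissues were examined first. KIF4A, a motor protein of the mitotic spindle, was lower in females and was called in 13 of the 16 sex comparisons, with log2 fold changes from -7.40 to -4.45. In kidney its level was 0.523 ± 0.288 CPM in 12 females and 59.8 ± 9.61 CPM in 12 males, and in heart 0.497 ± 0.291 and 28.6 ± 2.19 CPM. RAB9A, a small GTPase of endosome to Golgi transport, fell in females in 11 comparisons (log2 -1.33 to -0.79), and OFD1, a centriole protein, in 9 (-1.53 to -0.80). EIF2S3, a subunit of translation initiation factor eIF2, fell in 9 (-0.95 to -0.48), and TRAPPC2, TCEANC and the pigment cell receptor GPR143 in 7, 5 and 4. OFD1, TRAPPC2, RAB9A and TCEANC are consecutive protein-coding genes in the newer assembly of the species. These 7 genes made up all 24 expression differences called by edgeR between non-breeding females and males, in heart (3), kidney (4), cerebellum (7), hypothalamus (6), pituitary (1) and adrenal (3). Without 1 animal the pituitary count was 2 (NM_0713 or NF_2969), and the adrenal count was 5 (NF_3439). Without pituitary libraries NF_2969 and NF_3605, which stood apart, the pituitary count was 4. Among breeders the calls in heart (5), kidney (5), cerebellum (6) and hypothalamus (6) were of these same genes. In kidney of breeders the count was 7 without BF_4772 and 2 or 3 without any other animal. Skin had 0 calls among non-breeders and 0 among breeders (2213 and 2355 genes at an unadjusted p below 0.05; 25 and 87 by DESeq2, 1 and 0 by voom). In skin KIF4A stood at 19.7 ± 11 CPM in 12 females and 39.7 ± 6.82 CPM in 12 males, and 3 females lay above the lowest male. Reads of a close male-specific copy, if there is one, would be counted as KIF4A.

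**Figure D1:**
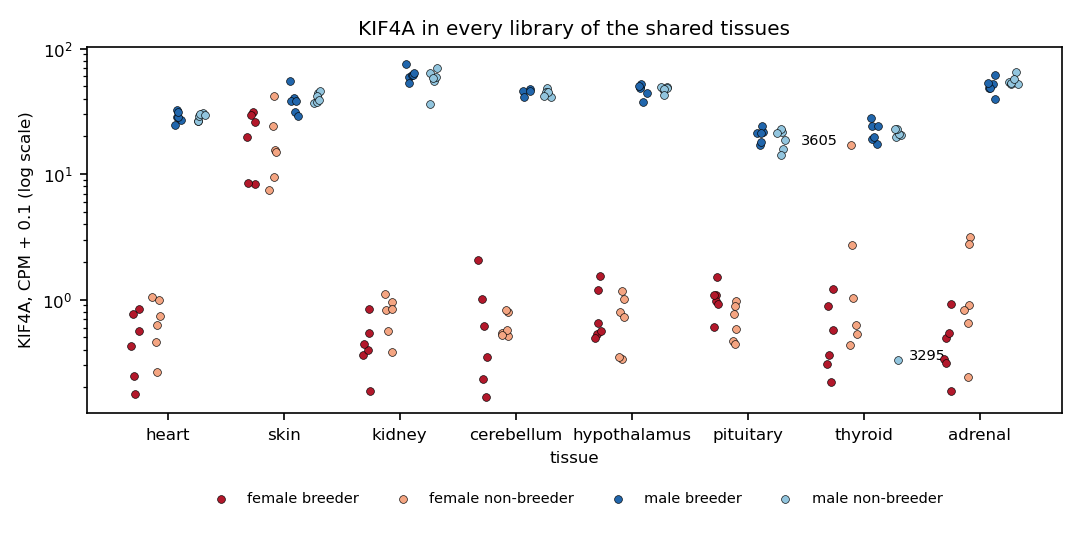
KIF4A in each library (points; CPM plus 0.1, log scale) by tissue and group. Outside skin, females lie below males, except the thyroid libraries labelled NF_3605 (16.9 CPM) and NM_3295 (0.231 CPM).

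In thyroid the library labelled NF_3605 had 16.9 CPM of KIF4A, against 0.121 to 2.61 in the other 11 females and 17.2 to 27.7 in the other 11 males. The library labelled NM_3295 had 0.231 CPM. EIF2S3 stood at 142 CPM in the first and 94.8 CPM in the second, with 87 to 119 in the other females and 155 to 221 in the other males. By the match of animals across tissues, 208 of 213 libraries resembled their own animal most (8.88 expected by chance). The thyroid library labelled NF_3605 resembled animal NM_3295 most (r = 0.545, own animal 0.128), and the one labelled NM_3295 resembled animal NF_3605 (r = 0.649, own animal -0.009). These r values are across 100 genes, which are not independent replicates. The other 3 exceptions were near-ties, such as heart of NF_0525 (r = 0.307 and 0.319). Labels were kept as given.

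In ovary, 4 genes of granulosa cells, the somatic cells that nurture the oocyte and make estrogen and inhibin, were higher in female breeders than in non-breeders. INHA, the alpha subunit of inhibin, rose by 5.17 ± 0.34 on the log2 scale, from 32.2 ± 5.91 CPM (n = 6) to 1160 ± 562 CPM (n = 5), and the lowest breeder (447 CPM) lay far above the highest non-breeder (39.3 CPM). INHBA, a subunit of activin and inhibin, rose by 3.12 ± 0.49, and SERPINE2, a protease inhibitor, by 2.77 ± 0.22 (422 ± 127 to 2890 ± 658 CPM). CYP19A1, the aromatase that makes estrogens, had 5753 reads over the breeders (27 to 2201 each) and 1 read over the 6 non-breeders, a ratio of 6890 (95% counting interval 1240 to 272000). Adjusted p-values of these 4 genes were 4.31e-05, 0.00934, 0.000107 and 0.00203 by edgeR, and by voom CYP19A1 did not pass (0.055). INHBA lost its call in 4 of 7 other settings and in 10 of the 11 fits with 1 animal left out, CYP19A1 in 1 and 2, and INHA and SERPINE2 in 0. The study reports INHA, INHBA and CYP19A1 as higher in ovary of these same breeders. These genes and the granulosa cell list that holds them are therefore not independent evidence of direction.

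**Figure D2:**
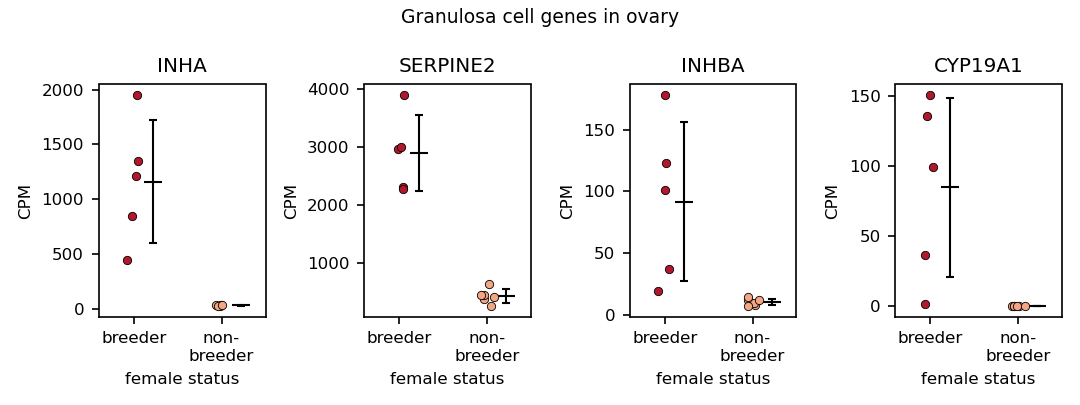
INHA, SERPINE2, INHBA and CYP19A1 in ovary (CPM). Points are libraries of 5 breeders and 6 non-breeders, and bars are mean and SD. The lowest INHA value of a breeder is 447 CPM and the highest of a non-breeder 39.3 CPM.

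Of the 11 granulosa cell genes tested, 4 were called higher and 0 lower, and 7 higher and 1 lower when adjusted over the list alone (median log2 0.86, camera adjusted p = 5.64e-07; p = 0.0117 before and adjusted p = 0.897 with an estimated correlation). Among the genes with the largest increases were GLDN, an adhesion protein of nerve fibres (7.92 ± 0.76), CBLN1, a secreted synapse organiser (3.33 ± 0.42), the potassium channel KCNK2 (3.12 ± 0.41) and the carbonic anhydrase CA3 (2.84 ± 0.32). The angiotensin receptor AGTR2 rose by 2.00 ± 0.28. It was named in advance because the study reports it as higher in these same animals, so it is not independent evidence. PRDX2, a peroxide-reducing enzyme, rose from 133 ± 13.5 to 232 ± 34.2 CPM (adjusted p = 0.00361). QPRT, of NAD synthesis, fell by 2.84 ± 0.41, SOD3, the extracellular superoxide dismutase, by 2.65 ± 0.32 (53.8 ± 23.4 to 8.57 ± 2.61 CPM), and CFD, complement factor D, by 2.27 ± 0.23. SNTB1, ATG9B and TRPM3 fell by 2.30, 1.61 and 1.26. Immediate early genes, the transcription factors induced first by a stimulus, were higher as a list (15 genes, 7 higher when adjusted over the list alone, median 2.41, camera adjusted p = 4.71e-05; p = 0.172 with an estimated correlation), with EGR3 at 61.2 ± 70.9 against 0.971 ± 0.429 CPM (adjusted p = 0.0249). Smooth muscle genes were higher (8 genes, 3 over the list alone, median 1.41, camera adjusted p = 0.00181; p = 0.132 with an estimated correlation), with TAGLN at 1580 ± 786 against 461 ± 171 CPM. Genes of fatty acid oxidation had a median of -0.315 (17 genes, 2 lower over the list alone, camera adjusted p = 6.91e-06; p = 0.111 with an estimated correlation). Oocyte genes had a median of -0.45 (11 genes, 0 over the list alone, camera adjusted p = 0.00773; p = 0.232 with an estimated correlation). None of these 4 lists had a member called over all genes or kept its call with an estimated correlation (adjusted p = 0.897).

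ESR1, PGR, STAR and CYP17A1, named in advance, did not pass in ovary by edgeR. The estrogen receptor ESR1 stood at 37.4 ± 13.6 CPM in breeders and 74.1 ± 13.2 CPM in non-breeders (adjusted p = 0.0412 by edgeR, 0.000781 by DESeq2), and the progesterone receptor PGR at 11.9 and 4.34 CPM (0.046 and 0.00137). STAR, which moves cholesterol into mitochondria, stood at 963 ± 823 and 3060 ± 1560 CPM (0.253), and CYP17A1, of androgen synthesis, at 7280 ± 5390 and 18000 ± 6410 CPM (0.217). The log2 fold change of STAR was -1.67, and 0.745 with the ovary library of BF_1816 kept in, so its direction rests on leaving out that library. In total edgeR called 61 ovary genes (46 higher, 15 lower in breeders), and all 61 were among the 507 of DESeq2. Without 1 female the count was 17 (NF_2411), 115 (BF_6841), 24 (BF_1090), 29 (BF_4121), 23 (BF_4772) or 38 (NF_3605 or BF_6382), and 16 of the 61 genes were called in every such fit. GLDN, CA3, CFD and ATG9B were called in each of these fits, while CBLN1 lost its call in 1, SOD3 in 2, KCNK2 in 3, AGTR2 and PRDX2 in 4, SNTB1 and TRPM3 in 5 and QPRT in 7. GLDN, CA3, KCNK2, AGTR2, PRDX2 and TRPM3 also lost it in 1 other setting each.

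In thyroid, the collagen genes COL7A1 and COL9A1 were lower in female breeders than in non-breeders, and PADI1 was higher. COL7A1, of the fibrils that anchor epithelia, fell by 1.29 ± 0.18 on the log2 scale (153 ± 39.9 to 63.6 ± 15.1 CPM, adjusted p = 0.00397), and COL9A1, a cartilage collagen, by 1.45 ± 0.26 (30.4 ± 14 to 11.2 ± 1.55 CPM, 0.00698). PADI1, which converts arginine to citrulline in epidermal proteins, rose by 4.58 ± 0.73 (0.956 ± 1.06 to 23.5 ± 19.8 CPM), and CTSC, a lysosomal protease, by 0.76 ± 0.12. SERINC3, a membrane protein, rose from 465 ± 122 to 854 ± 127 CPM (adjusted p = 0.00775). SAP25, NKPD1, NEBL and GNAT1 fell by 1.65, 1.55, 1.40 and 1.36. The thyroid library labelled NF_3605, with KIF4A at 16.9 CPM, had a skeletal muscle score of 9.1 against -0.87 to 1.24 in the other female non-breeders. Without it 2 genes were called higher, so not all of PADI1, CTSC and SERINC3 kept their call. Each thyroid gene named here lost its call in at least 1 fit with an animal left out.

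Extracellular matrix genes were lower as a list in thyroid of female breeders (22 genes, 0 called, 1 lower when adjusted over the list alone, median -0.437, camera adjusted p = 0.00763; p = 0.346 with an estimated correlation). COL5A2, a fibrillar collagen, stood at 52 ± 6.46 and 81.3 ± 15.7 CPM (adjusted p = 0.0102). Antioxidant genes were higher as a list (24 genes, 0 called, 6 higher over the list alone, median 0.22, camera adjusted p = 0.00136; p = 0.0297 with an estimated correlation, where its adjusted p was 0.897 and the call was lost). NQO1, a quinone reductase, stood at 45 ± 8.24 and 29.2 ± 3.91 CPM (0.0133), and PRDX6 at 467 ± 35.4 and 363 ± 19.7 CPM (0.0139). Thyroglobulin, TG, the hormone precursor, stood at 184000 ± 42200 and 110000 ± 39500 CPM (0.0771). In thyroid edgeR called 202 genes (25 higher, 177 lower), all among the 1221 of DESeq2, and 70 without the library labelled NF_3605 (68 of the 202; 2 higher, 68 lower). The fit of all 4 groups called 1. Leaving out 1 animal gave 0 calls (NF_0525 or BF_6841), 1 (BF_1090), 6 (BF_4121), 10 (BF_1816), 16 (NF_3439), 81 (BF_6382), 86 (NF_2969), 304 (NF_4060) or 395 (NF_2411), and no gene was called in every such fit.

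In adrenal of female breeders and non-breeders edgeR called 0 genes, with 1532 at an unadjusted p below 0.05, 125 by DESeq2 and 1 by voom. Ribosomal protein genes, which build the translation machinery, were higher in breeders as a list (35 genes, 34 positive, median 0.22, camera adjusted p = 1.35e-17; p = 0.0603 with an estimated correlation). RPL19 stood at 875 ± 55.6 and 710 ± 65.9 CPM (adjusted p = 0.122 by edgeR, 0.0091 by DESeq2). Extracellular matrix genes were lower (22 genes, 15 at an unadjusted p below 0.05, median -0.402, camera adjusted p = 1.12e-07; p = 0.0166 before and adjusted p = 0.897 with an estimated correlation, so the call was lost), with COL1A2 at 135 ± 29.8 and 195 ± 25.7 CPM (adjusted p = 0.13). Nuclear genes of the respiratory chain had a median of 0.09 (75 genes, camera adjusted p = 5.64e-07; 0.189 with an estimated correlation) and cell cycle genes of -0.227 (20 genes, 0.000789; 0.118). CYP11A1, which starts steroid synthesis, stood at 2740 ± 547 and 2120 ± 205 CPM (0.221), and FGFR2, a growth factor receptor, at 71.7 ± 13.5 and 109 ± 28.5 CPM (0.166). Without animal BF_4121 edgeR called 2 genes, the most of 12 fits with 1 animal left out, of which 2 moved from 0. Reads that ribosomal protein genes share with their many copies were discarded, so their levels are uncertain.

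In pituitary of females edgeR called 0 genes between breeders and non-breeders, with 1522 at an unadjusted p below 0.05, 73 by DESeq2 and 14 by voom. Immediate early genes were higher in breeders as a list, with 16 of 16 positive and 2 higher when adjusted over the list alone (median 0.881, camera adjusted p = 1.12e-07; p = 0.0621 with an estimated correlation). FOSB stood at 8.71 ± 5.92 CPM in breeders and 1.9 ± 0.704 CPM in non-breeders (adjusted p = 0.123 by edgeR, 0.000174 by DESeq2), and BTG2 at 323 ± 105 and 154 ± 39.1 CPM (0.164). Genes on the adrenal cortex list were lower (6 genes, 1 lower over the list alone, median -0.555, camera adjusted p = 0.00243; p = 0.0255 before and adjusted p = 0.897 with an estimated correlation, so the call was lost). One of them was NR0B1, a repressor of steroid gene transcription, at 2.18 ± 0.347 and 5.02 ± 0.667 CPM (0.0404). The name of the list does not show that adrenal cells were in the pituitary samples. Ribosomal protein genes had a median of 0.172 (35 genes, camera adjusted p = 9.77e-06; p = 0.144 with an estimated correlation). LHB, the beta subunit of luteinizing hormone, stood at 411 ± 245 and 163 ± 146 CPM (adjusted p = 0.425 by edgeR, 0.00509 by voom), and FSHB, that of follicle-stimulating hormone, at 60.4 ± 35.1 and 145 ± 106 CPM (0.456). Growth hormone, GH1, stood at 201000 ± 35500 and 269000 ± 157000 CPM (0.601), a log2 of -0.401 by edgeR but 0.313 by voom, so its direction is not settled. Pituitary libraries NF_2969 and NF_3605 had median correlations of 0.901 and 0.896 with the other libraries of the tissue (0.964 to 0.981 in all others). Without both edgeR called 1 gene, DESeq2 164 and voom 3, and without animal BF_6841 edgeR called 2.

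Over the 9 tissues of females edgeR called 263 expression differences between breeders and non-breeders (262 genes), all in thyroid and ovary. Heart, skin, kidney, cerebellum and hypothalamus had 0 calls by edgeR and by voom, with 293, 849, 625, 329 and 312 genes at an unadjusted p below 0.05, and 0, 3, 2, 1 and 2 by DESeq2. Without the libraries that stood apart in thyroid (NF_3605) and pituitary (NF_2969 and NF_3605) the sum was 132. With 1 animal left out it ranged from 25 (BF_1090) to 412 (NF_2411).

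In testis no gene was called by edgeR or voom between breeding and non-breeding males, although 5283 genes (36.6%) had an unadjusted p below 0.05, and DESeq2 called 378 (228 higher, 150 lower in breeders). Genes of the Leydig cell, the androgen-producing cell of the testis, were higher in breeders as a list, and so were genes of cholesterol and steroid synthesis, but these 3 calls were lost with an estimated correlation (p = 0.11, 0.0606 and 0.0816, adjusted p = 0.897 each). STAR stood at 8330 ± 4110 CPM in breeders and 2430 ± 934 CPM in non-breeders (adjusted p = 0.0681 by edgeR, 7.16e-05 by DESeq2, 0.0164 by voom), and CYP17A1 at 44500 ± 17500 and 22200 ± 6050 CPM (0.0681, and 0.00969 by DESeq2). The luteinizing hormone receptor LHCGR stood at 221 ± 49.1 and 112 ± 41 CPM (0.0681, and 0.00618 by DESeq2). MSMO1, of the late steps of cholesterol synthesis, stood at 548 ± 248 and 149 ± 40.9 CPM (4.46e-06 by DESeq2), and HSD17B7, of cholesterol and estradiol synthesis, at 134 ± 80 and 25 ± 10.8 CPM (1.08e-05 by DESeq2).

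The study reports on steroid, lipid, respiratory chain and antioxidant genes in testis of these same animals, so lists on these themes are not independent evidence of direction. Of the 23 cholesterol synthesis genes all were positive in testis, 20 were higher when adjusted over the list alone and 17 were called by DESeq2 (median 0.978, camera adjusted p = 3.34e-12). Of 18 steroidogenesis genes 11 were higher over the list alone (median 0.848, 6.37e-07), and of 7 Leydig cell genes, some of them shared with that list, 5 (median 0.999, 0.00243). With an estimated correlation the p of these 3 lists was 0.0606, 0.0816 and 0.11 (adjusted p = 0.897). The Leydig cell score was 10.74 ± 0.503 in breeders and 9.864 ± 0.335 in non-breeders, higher in 6 of 6 breeders than in any non-breeder (exact permutation p = 0.00216, adjusted p = 0.263). The cholesterol synthesis score was 7.406 ± 0.475 and 6.444 ± 0.226 (exact permutation p = 0.00433, adjusted p = 0.263). Genes of fatty acid synthesis (14 genes, 8 higher over the list alone, median 0.75), fatty acid oxidation (17, 13, 0.608) and the citric acid cycle (16, 6, 0.478) were higher too, with camera adjusted p-values of 3.82e-05, 4.93e-06 and 6.91e-06, and p-values of 0.0586, 0.102 and 0.152 with an estimated correlation. Nuclear respiratory chain genes had a median of 0.36 (75 genes, 62 higher and 1 lower at an unadjusted p below 0.05, camera adjusted p = 3.1e-15; p = 0.115 with an estimated correlation). Antioxidant genes had 14 of 24 higher over the list alone (median 0.581, camera adjusted p = 8.14e-06; p = 0.0781 with an estimated correlation). SOD1, the cytosolic superoxide dismutase, stood at 1680 ± 588 and 861 ± 135 CPM, and GSTP1, a glutathione transferase, at 1070 ± 328 and 546 ± 63.8 CPM.

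Genes of spermatids, the haploid cells that become sperm, were lower in testis of breeding males (13 genes, 11 at an unadjusted p below 0.05, 1 lower over the list alone, median -1.17, camera adjusted p = 7.73e-06; p = 0.132 with an estimated correlation). TNP1, a transition protein that replaces histones, stood at 14.4 ± 7.53 CPM in breeders and 54.6 ± 21 CPM in non-breeders (adjusted p = 0.0681 by edgeR, 3.09e-05 by DESeq2), and AKAP4, of the sperm tail, at 39.8 ± 28 and 119 ± 36.5 CPM. Spermatocyte genes had a median of -0.701 (12 genes, camera adjusted p = 0.00151; 0.193 with an estimated correlation) and cell cycle genes of -0.589 (28 genes, 1.38e-05; 0.187). The Sertoli cell score, of the cells that nurse the germ cells, was 6.154 ± 0.457 and 6.415 ± 0.318 (exact permutation p = 0.29, adjusted p = 0.736). The spermatid score was 3.151 ± 1.14 and 4.758 ± 0.394 (exact permutation p = 0.013, adjusted p = 0.309), and this difference stands beside every gene group named for testis. Endothelial genes (10 genes, median 0.796, camera adjusted p = 0.00417; 0.211 with an estimated correlation) and ribosomal protein genes (35, 0.365, 4.59e-10; 0.181) were higher. PINK1, a kinase of mitochondrial quality control, stood at 205 ± 38.5 and 138 ± 20.4 CPM (adjusted p = 0.0681 by edgeR, 0.00751 by DESeq2). No count changed with an animal left out, which gave 0 calls by edgeR in each of the 12 fits.

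**Figure D3:**
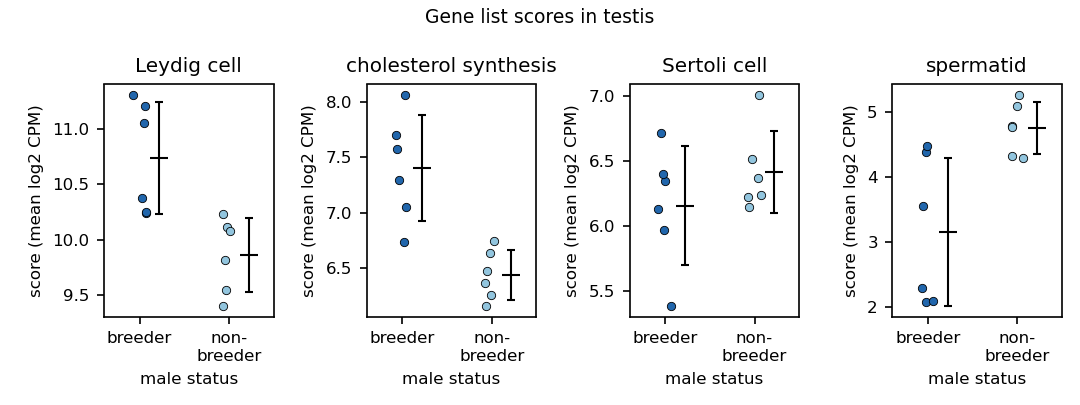
Scores of 4 gene lists in testis (mean log2 CPM) for 6 breeding and 6 non-breeding males. Points are libraries, bars are mean and SD. All 6 breeders lie above the highest non-breeder in the Leydig cell score.

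In skin of males edgeR and voom called 0 genes between breeders and non-breeders, with 2495 genes at an unadjusted p below 0.05, and DESeq2 called 413 (179 higher, 234 lower in breeders). Nuclear respiratory chain genes, which make the mitochondrial electron carriers, were lower in breeders (76 genes, 62 at an unadjusted p below 0.05, 5 by DESeq2, median -0.856, camera adjusted p = 1.01e-19; p = 0.144 with an estimated correlation). The study reports on this theme in these same animals, so the list is not independent evidence of direction. NDUFS1, of complex I, stood at 46.9 ± 12.5 CPM in breeders and 181 ± 143 CPM in non-breeders (adjusted p = 0.0951 by edgeR, 0.00358 by DESeq2), and UQCRC2, of complex III, at 70.5 ± 13.3 and 200 ± 137 CPM. Genes of the citric acid cycle (16 genes, 6 lower over the list alone, median -0.993, camera adjusted p = 4.54e-09; 0.0919 with an estimated correlation) and of fatty acid oxidation (18 genes, median -1.02, 1.53e-07; 0.0831) were lower as well. Skeletal muscle genes moved with them, with 0 of 18 positive (median -3.79, camera adjusted p = 5.81e-10; p = 0.102 with an estimated correlation). CKM, the creatine kinase of muscle, stood at 153 ± 299 and 2940 ± 3270 CPM (adjusted p = 0.168), and the skeletal muscle score at 3.152 ± 3.05 and 7.817 ± 3.74 (exact permutation p = 0.039, adjusted p = 0.45).

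Endothelial genes were higher in skin of breeding males (10 genes, 8 higher over the list alone, 5 by DESeq2, median 0.891, camera adjusted p = 1.47e-08; p = 0.0411 before and adjusted p = 0.897 with an estimated correlation, so the call was lost). VWF, the clotting factor carrier of vessel walls, stood at 1340 ± 306 and 705 ± 141 CPM (adjusted p = 0.0951 by edgeR, 0.00134 by DESeq2). Interferon-induced genes (16, median 0.936, camera adjusted p = 2.04e-07; 0.0628 with an estimated correlation), macrophage genes (11, 1.12, 7.39e-05; 0.122) and extracellular matrix genes (22, 0.469, 0.00027; 0.24) were higher, with CD163, a macrophage scavenger receptor, at 78.9 ± 23.8 and 37.1 ± 10.8 CPM. SOD2, the mitochondrial superoxide dismutase, stood at 14.7 ± 5.54 and 65.8 ± 54.8 CPM (0.0951 by edgeR, 0.00363 by DESeq2), PRDX3, a mitochondrial peroxiredoxin, at 31.3 ± 7.88 and 88.4 ± 62.9 CPM (0.106, 0.0148), and PINK1 at 99 ± 37.1 and 392 ± 319 CPM (0.0951, 0.00449). These 3 were chosen because the study singled them out in these same animals, so they are not independent evidence, and the muscle score moved with them. Libraries fell into a cluster of low and one of high muscle score. The cut between them was chosen after the data were seen. Breeders and non-breeders of a sex were pooled, so each r can carry the difference between these groups. In the high cluster the muscle and respiratory chain scores correlated in 7 males (r = 0.983, exact permutation p = 0.000198, adjusted 0.000396; rho = 1, p = 0.000397; r = 0.979 without the 2 farthest). In 9 females r was 0.713 (exact permutation p = 0.0374; rho = 0.667, p = 0.0589), and 0.483 without the 2 farthest, so the relation in females rests on these. No r was computed within the low clusters of 5 males and 3 females. The 5 males had respiratory chain scores of 5.94 to 6.32, within the 5.61 to 7.96 of the high cluster. No r was computed over both clusters, so whether the relation runs across them was not tested.

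**Figure D4:**
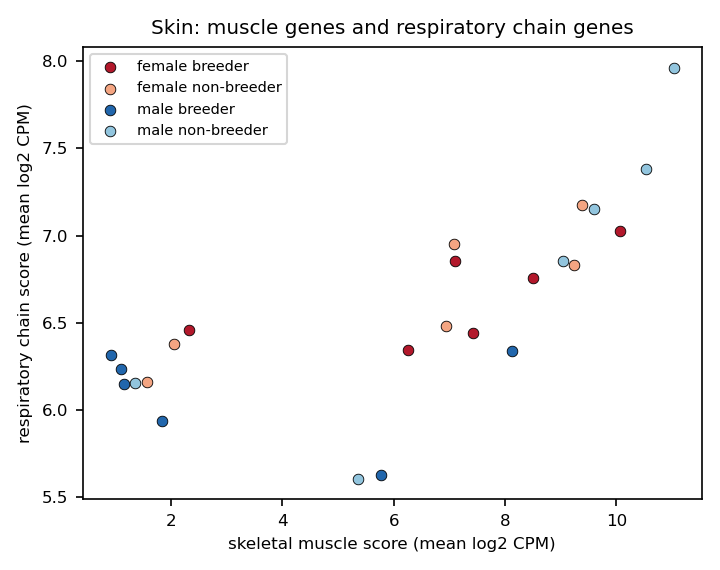
Respiratory chain score against skeletal muscle score in skin (mean log2 CPM, 24 libraries, coloured by group). Muscle scores of 5 males lie at or below 1.84 and those of 7 males at or above 5.35.

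Heart, kidney, cerebellum, hypothalamus, pituitary, thyroid and adrenal of males had 0 calls by edgeR and by voom between breeders and non-breeders. Genes at an unadjusted p below 0.05 numbered 688, 802, 551, 201, 1590, 453 and 914, and DESeq2 called 4, 7, 0, 0, 17, 0 and 13. Without animal BM_6656 edgeR called 1 pituitary gene. Without the thyroid library labelled NM_3295 the thyroid count stayed 0 by all 3 tools (329 at an unadjusted p below 0.05 by edgeR).

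In adrenal of breeders, ribosomal protein genes rose in females compared with males, with 9 of 35 called and 34 higher when adjusted over the list alone (median 0.344, camera adjusted p = 1.73e-33, fry adjusted p = 0.0225; p = 0.0101 before and 0.897 after adjustment with an estimated correlation). RPL4 rose from 780 ± 20.2 to 1030 ± 51.6 CPM and RPS2 from 1610 ± 72.6 to 2280 ± 219 CPM (adjusted p = 0.00441 each), and the score was higher in 6 of 6 females than in any male (exact permutation p = 0.00216, adjusted p = 0.263). KLK1, a kallikrein that releases kinins, rose by 3.26 ± 0.54, GREB1, a gene induced by estrogen, by 2.98 ± 0.48 (3.57 ± 0.961 to 28.9 ± 21 CPM), and PEG10, an imprinted gene derived from a retrotransposon, by 1.79 ± 0.25 (148 ± 25.6 to 516 ± 216 CPM). AFF2, PRRG1 and BHMT, an enzyme of methionine metabolism, rose by 2.31, 1.32 and 1.46. KIF4A, OFD1, RAB9A and TCEANC fell as in other tissues, and DPEP1, a dipeptidase, and PKNOX2, a homeobox factor, fell by 1.31 and 0.98.

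Genes of the citric acid cycle (16 genes, 11 at an unadjusted p below 0.05, median 0.164, camera adjusted p = 8.5e-06; p = 0.0281 before and adjusted p = 0.897 with an estimated correlation) and of the respiratory chain (75 genes, 28, 0.131, 2.19e-11; 0.102) were higher in adrenal of breeding females than of breeding males. Genes of the adrenal medulla, which makes adrenaline, were lower (11 genes, 8, -0.883, 0.000167; 0.102), with CHGB, a granule protein, at 5740 ± 1530 and 11100 ± 3890 CPM (adjusted p = 0.0507). CYP11A1 stood at 2740 ± 547 and 2120 ± 363 CPM (0.145). Adrenal libraries of the same breeding females enter the status comparison, so both results share libraries. In adrenal edgeR called 56 genes (44 higher, 12 lower in females), all among the 473 of DESeq2. Without 1 animal the count was 3 (BM_1400 or BM_3274), 4 (BM_1147, BM_5982 or BM_6656), 5 (BF_4772 or BF_6382), 6 (BM_1215), 15 (BF_4121), 21 (BF_1816), 22 (BF_1090) or 117 (BF_6841), and 3 of the 56 were called in every such fit, namely KIF4A, OFD1 and RAB9A. KLK1 lost its call in 10 of these fits, GREB1, AFF2 and BHMT in 11, RPL4, RPS2 and PEG10 in 8, PRRG1 in 5, TCEANC and PKNOX2 in 11 and DPEP1 in 10. KLK1, GREB1, AFF2, BHMT and PKNOX2 also lost it in 3 other settings each, and TCEANC and DPEP1 in 1 each.

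In pituitary, breeding females had less MAOB, which degrades dopamine (22.1 ± 5.06 to 6.23 ± 2.29 CPM, log2 -1.82 ± 0.22), less ATP2A3, a calcium pump (-1.34 ± 0.16), and less of the collagens COL9A1 (-1.04 ± 0.14) and COL9A2 (-1.20 ± 0.17) than breeding males. RUFY4 fell by 1.62 ± 0.22, and ISG20, an RNase induced by interferon, rose by 1.10 ± 0.15 (7.38 ± 1.43 to 15.8 ± 2.76 CPM), with adjusted p-values of these genes between 0.00202 and 0.00557. Immediate early genes were higher as a list (16 genes, 0 called, 5 higher over the list alone, median 0.884, camera adjusted p = 2.45e-10; p = 0.0257 before and adjusted p = 0.897 with an estimated correlation, so the call was lost), with FOS at 496 ± 152 and 225 ± 37.2 CPM (adjusted p = 0.0598). Genes on the adrenal cortex list had a median of -0.564 (6 genes, 0.000518; p = 0.0165 before and adjusted p = 0.897 with an estimated correlation). Both lists also differed by status in females, but the same libraries of breeding females enter both comparisons. FSHB stood at 60.4 ± 35.1 and 338 ± 86.6 CPM (0.12 by edgeR, 0.00231 by DESeq2), and PRL, prolactin, at 5090 ± 1550 and 11500 ± 6250 CPM (0.19). In pituitary edgeR called 14 genes (1 higher, 13 lower in females). Without 1 animal the count was 7 (BM_5982), 8 (BF_1090, BM_1147 or BM_3274), 9 (BM_1400 or BF_6382) or 27 (BF_6841), and 7 of the 14 were called in every such fit, MAOB and ATP2A3 among them. COL9A2 lost its call in 10 of the 12 fits, COL9A1 in 7 and RUFY4 and ISG20 in 6 each, and each of these 4 also in 1 other setting.

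In thyroid of breeders edgeR called 2 genes, both lower in females. They were KIF4A (log2 -5.49 ± 0.40, adjusted p = 3.56e-05) and SCML2, a Polycomb protein (-4.73 ± 0.45, 4.3 ± 1.75 to 0.157 ± 0.103 CPM, 0.000481), which was chosen after its values were seen. At an adjusted p below 0.05 there were 859 genes, 4014 had an unadjusted p below 0.05, and DESeq2 called 843 (305 higher, 538 lower in females) and voom 33. Without animal BM_5982 the count was 5, the highest of 12 fits with 1 animal left out, of which 2 moved it beyond 1.5 times. The thyroid library of BM_1147 had a skeletal muscle score of 11.9 (-0.963 to 1.2 in the other male breeders), and without it edgeR called 2, DESeq2 881 and voom 3. In thyroid of non-breeders edgeR called 0 genes (407 at an unadjusted p below 0.05, 0 by DESeq2 and by voom). Without the libraries labelled NF_3605 and NM_3295 it called 5, all lower in females, which were SCML2 (-4.26 ± 0.32), KIF4A (-4.48 ± 0.43), EIF2S3 (-0.73 ± 0.07), OFD1 (-0.78 ± 0.09) and RAB9A (-0.87 ± 0.10), with 8 by DESeq2.

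**Figure D5:**
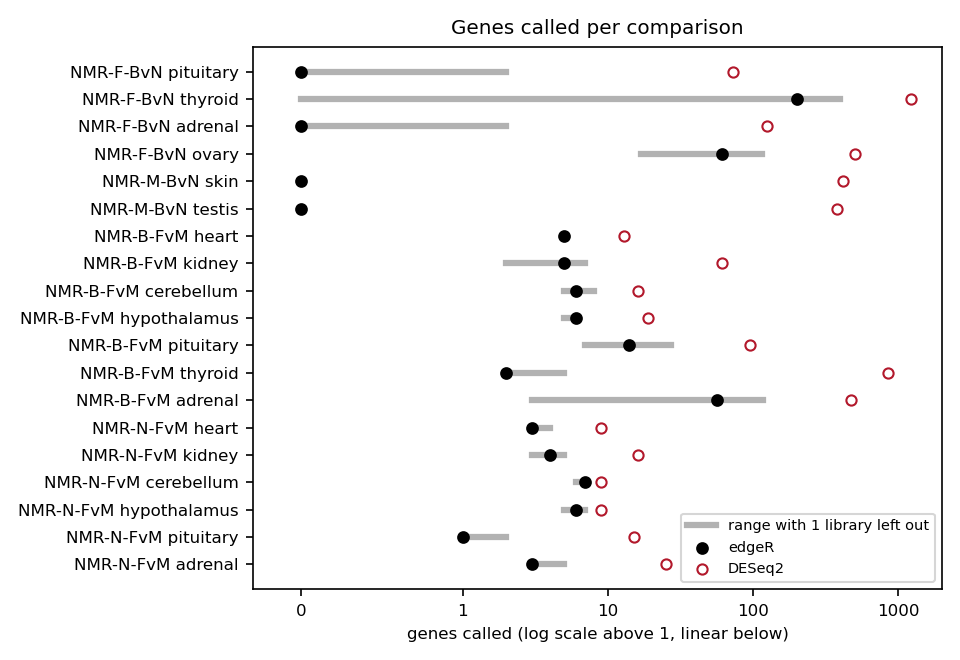
Genes called per comparison (log scale above 1) by edgeR (filled) and DESeq2 (open). Grey bars give the edgeR range with 1 library left out, such as 0 to 395 for thyroid of females by status.

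Sex differences numbered 94 among breeders (67 genes, 45 higher and 49 lower in females) and 24 among non-breeders (7 genes, all lower), and the latter were 32 (10 genes) without the thyroid and pituitary libraries that stood apart. The 94 became 47 with age as a covariate and 1076 with all 4 groups in one fit. Among breeders, sex also goes with time of sampling, since males were taken earlier after a birth than females. Without 1 animal they were 31 (BM_1147 or BM_3274), 32 (BM_1400), 33 (BF_6382), 34 (BM_5982), 41 (BF_4772), 43 (BM_1215 or BM_6656), 50 (BF_4121), 51 (BF_1090), 57 (BF_1816) or 164 (BF_6841). Whether the effect of status differs between the sexes was tested as an interaction, and edgeR called 0 genes in each of the 8 shared tissues. Genes at an unadjusted p below 0.05 numbered 2655 in thyroid, 2143 in skin, 840 in kidney, 831 in adrenal, 724 in pituitary, 410 in cerebellum, 220 in hypothalamus and 208 in heart. Without the libraries that stood apart the calls stayed 0 in thyroid (2043 at an unadjusted p below 0.05) and pituitary (2259). DESeq2 called 32 interactions, 16 of them in adrenal, and voom 1. No gene was called by edgeR for status in both sexes, since males had 0 calls. DESeq2 called 1867 genes in females and 815 in males, of which 95 were shared (93.6 expected, one-sided Fisher's exact p = 0.456). In the gonads 22 genes were called by DESeq2 in both ovary and testis (11.8 expected, one-sided Fisher's exact p = 0.00385), of which 9 were higher in breeders in both and 13 went opposite ways. The phosphatase ACPP (log2 1.26 in ovary, 1.18 in testis) and DHCR7, of cholesterol synthesis (0.366, 0.689), were higher in both. PINK1 (-0.311, 0.557), the tachykinin TAC4 (-1.64, 0.87) and the lipoprotein receptor SCARB1 (-2.12, 1.21) were lower in ovary and higher in testis.

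Respiratory chain genes were higher in testis and lower in skin of breeding males, and the difference of these effects was tested directly. All 76 genes had a positive difference, with a median of 1.07, and 67 had an unadjusted p below 0.05 (camera p = 2.04e-32; 0.0614 with an estimated correlation). With the animal as a block the median was 0.935 and 63 had an unadjusted p below 0.05 (camera p = 1.99e-30; 0.0913 with an estimated correlation). Over all 15006 genes edgeR called 0 differences (3298 at an unadjusted p below 0.05, smallest adjusted p 0.0227), and 0 with the block (3088, smallest adjusted p 0.111), so the block changed no call. DESeq2 called 435, of which 25 were respiratory chain genes, and voom 405, of which 38 were. The testis score minus the skin score was 0.631 ± 0.353 in 6 breeders and -0.451 ± 0.897 in 6 non-breeders (exact permutation p = 0.0238, unadjusted). The skin muscle and testis spermatid scores differed between the same groups.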

Values the study reported

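For breeding females against breeding males the study counted 1791 differentially expressed genes in thyroid and 533 in adrenal. For status in females it gave 502 genes in ovary, and for status in males 381 in testis and 223 in skin. Between ovary and testis it found 22 status genes in common.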

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

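The tests of the thyroid labels and the comparison of Leydig with Sertoli cell scores were chosen after these results were seen, and the covariate fits were added after the patterns were seen but before their outcome was known.

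The thyroid libraries labelled NF_3605 and NM_3295 carried sex gene levels of the other sex, with KIF4A at 16.9 CPM in the first and 0.231 CPM in the second, each far from the other libraries of its group. Mixed RNA would give levels between the sexes, which is argued against for the library labelled NM_3295, where 6 of 6 sex genes lay within the range of the other females, but stays open for the one labelled NF_3605, where OFD1, RAB9A, TCEANC and TRAPPC2 lay within the male range and KIF4A (16.9 CPM) just below it (17.2 CPM), while EIF2S3 (142 CPM) lay between the sexes (119 and 155 CPM). A difference of the animals themselves is argued against by their other tissues, where 0 of 14 libraries had KIF4A nearer to the other sex. An exchange of both labels may explain the pattern, since 2 of 2 libraries resembled the animal named on the other in genes chosen in other tissues. Whether it arose at dissection, sequencing or deposition stays open.

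Respiratory chain genes were lower in skin of breeding males as a list (skin score, exact permutation p = 0.0714, adjusted p = 0.505). Their testis minus skin score was higher in breeders (exact permutation p = 0.0238, unadjusted), with 2 of 6 breeders above the highest non-breeder. For this difference edgeR called 0 genes, and camera with an estimated correlation gave p = 0.0614, or 0.0913 with the animal as a block. DESeq2 size factors left 103% of the median log2 difference in skin (-0.877 against -0.856), but they shifted all genes by only -0.018, so they do not test scaling. Scaling alone would move all gene groups alike. Yet endothelial (median 0.891, quartiles 0.691 to 0.954) and macrophage genes (1.118, 0.689 to 1.136) were higher in the same fit. Citric acid cycle (-0.993), fatty acid oxidation (-1.015) and respiratory chain genes (-0.856, quartiles -1.051 to -0.578) were lower. These values argue against scaling alone for these genes. A lower share of skeletal muscle in the skin samples of breeders may account for part of the lower respiratory chain levels. With the muscle score as a covariate 29.5% of their median was left (-0.252, quartiles -0.343 to -0.148), and 0 of the 76 genes kept an unadjusted p below 0.05. Muscle genes in skin reached 5540 ± 5920 CPM (ACTA1) and 4400 ± 4320 CPM (TTN) in non-breeding males against 270 ± 548 and 308 ± 572 CPM in breeders, and 107% of the endothelial median was left with the covariate. Less muscle under the skin of breeders, a different dissection and an effect of status on the respiratory chain stay open, since a covariate that differs between the groups can remove an effect of status too. The 5 males of low muscle score had respiratory chain scores of 5.94 to 6.32, within the 5.61 to 7.96 of the 7 others, and no r was computed over both clusters.

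In testis of breeding males Leydig cell and cholesterol synthesis genes were higher while spermatid genes were lower. A lower share of germ cells alone would raise markers of the other cell types alike, but the Leydig score minus the Sertoli score was higher in breeders (4.58 ± 0.908 against 3.45 ± 0.64, exact permutation p = 0.039, unadjusted), although endothelial (median log2 0.796) and macrophage genes (0.36) went the way of the Leydig cell genes (0.999), so a lower germ cell share as part of the cause stays open. Differences in spermatid content may account for part of the rise in cholesterol synthesis genes, since with the spermatid score as a covariate 38.4% of the median was left (0.978 to 0.376, quartiles 0.236 to 0.575). Leydig cell genes were left with 23.8% of their median and respiratory chain genes with 35.8%, and a covariate that differs between the groups can remove an effect of status too. More Leydig cells, more steroid synthesis per cell and fewer germ cells in breeders stay open as biological explanations, untested here.

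Other libraries that stood apart are given as values, from 106 scans of a group by a measure, of which 14 found such a library (some libraries more than once) and 5.3 would by chance. Heart of BF_6841 had a total of 19.81 Mreads, against 11.78 to 13.04 in the other female breeders. Median correlations with the other libraries of the tissue were low within the group in heart of BF_1816 (0.92), NF_0525 (0.907), BM_1215 (0.972) and NM_1449 (0.962), in kidney of NM_0713 (0.956), in adrenal of BM_6656 (0.968) and in cerebellum of NM_6074 (0.966). In thyroid they were 0.898 for the library labelled NF_3605 (others 0.955 to 0.971) and 0.796 for BM_1147 (others 0.944 to 0.972). The skeletal muscle score of these thyroid libraries was 9.1 (others -0.87 to 1.24) and 11.9 (others -0.963 to 1.2).

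The cerebellum library of BM_5982, which the comparisons leave out, had a hypothalamic neuropeptide score of 1.73, above the other 22 cerebellum libraries (-0.388 to 0.768) and below hypothalamus (2.51 to 5.05). Its cerebellar neuron score was 4.69 (others 9.3 to 9.73), and SST, the neuropeptide somatostatin, stood at 115 CPM (others 0.828 to 20.5).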

How the results depend on the processing

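Fits without doubted libraries and testis against skin by DESeq2 and voom were chosen after seeing the data. Counts of genes called by edgeR moved with the tool, with the number of animals in a fit and with single animals, and except where animals were left out the cause was not tested. DESeq2 in place of edgeR gave 1934 expression differences for status in females (263 by edgeR), 832 in males (0), and 1607 (94) and 108 (24) by sex among breeders and non-breeders. For status it called 73 genes in pituitary, 1221 in thyroid, 125 in adrenal and 507 in ovary of females, and 413 in skin and 378 in testis of males. By sex among breeders it called 95 in pituitary, 843 in thyroid and 473 in adrenal. It called 32 interactions of sex and status, 435 differences between testis and skin, and 95 shared status genes, 22 of them between ovary and testis.

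Voom with quality weights gave 834 status differences in females, 195 by sex among breeders and 41 among non-breeders. Per tissue it gave 14 in pituitary, 630 in thyroid, 1 in adrenal and 189 in ovary of females by status, 33 in thyroid and 121 in adrenal of breeders by sex, 1 interaction and 405 differences between testis and skin. All 4 groups in a single fit gave 128 for status in females, with 22 in pituitary, 1 in thyroid and 44 in adrenal, and 1076 by sex among breeders, with 837 in thyroid and 203 in adrenal, and 43 among non-breeders. With age as a covariate thyroid of females gave 128, sex among breeders 47 and its adrenal 12. Without a filter adrenal gave 1 by status and 34 by sex among breeders, and with DESeq2 size factors adrenal by status gave 1. With the ovary library of BF_1816 kept in, ovary gave 39. Without the doubted libraries status in females gave 132, thyroid 70 and pituitary 1. Of the 159 gene lists called by camera, 0 were called with an estimated correlation and 0 by fry.

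With the animal as a block, testis against skin gave 0 calls (smallest adjusted p 0.111), as without it. With 1 animal left out, status in females gave 25 to 412 (pituitary 0 to 2, thyroid 0 to 395, adrenal 0 to 2, ovary 17 to 115) and status in males 0 to 1. Sex gave 31 to 164 among breeders (pituitary 7 to 27, thyroid 2 to 5, adrenal 3 to 117) and 21 to 24 among non-breeders. Skin and testis of males kept 0. Of 692 values of 98 called genes under other settings, 630 stayed called with the same direction and 62 passed no longer, and of 1148 with an animal left out 789 and 359. None reversed. The planned settings for the ratio of mitochondrial to nuclear reads were not run, as no mitochondrial gene is in the table. Depth limits low genes such as CYP19A1 in non-breeding ovaries, where 1 read was counted.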

Other observations

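The tests on other splits of the animals were planned, and the gene groups and single genes below were picked after their values were seen.

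Beyond the tissues described above, skin also differed between breeding females and males in its gene groups (NMR-B-FvM skin, females against males). Nuclear respiratory chain genes were higher in females, with 75 of 76 positive (median log2 0.51, camera adjusted p = 7.32e-29; p = 0.0448 with an estimated correlation), and skeletal muscle genes with 17 of 18 (2.57, 2.36e-07; 0.154). Extracellular matrix genes were lower (22 genes, 0 positive, -0.92, 1.47e-08; 0.104), as were endothelial genes (10 genes, 0 positive, -0.81, 9.59e-07; 0.0739). None of these 4 lists kept its call with an estimated correlation (adjusted p = 0.897). Skin of the same breeding males enters the status comparison, so both results share libraries.

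Circadian clock genes, the transcription factors that keep the daily rhythm, were lower in non-breeding females than in non-breeding males in heart (NMR-N-FvM heart, 13 genes, 2 positive, median log2 -0.31, camera adjusted p = 0.000136; p = 0.000762 with an estimated correlation). In kidney of the same animals (NMR-N-FvM kidney) 4 of 14 were positive (-0.25, 0.00308; 0.00444). Interferon-induced genes were higher in these females in heart (14 genes, 12 positive, 0.86, 1.92e-06; 0.0822) and in pituitary (NMR-N-FvM pituitary, 15 genes, 14 positive, 0.58, 8.48e-06; 0.0294). In males, extracellular matrix genes were lower in breeders in kidney (NMR-M-BvN kidney, 22 genes, 1 positive, -0.38, 3.74e-13; 0.0114) and adrenal (NMR-M-BvN adrenal, 22 genes, 3 positive, -0.27, 8.1e-10; 0.0103). In hypothalamus of females (NMR-F-BvN hypothalamus) 72 of 76 respiratory chain genes were positive in breeders (0.11, 6.43e-21; 0.0387). No member of these lists was called over all genes, and with an estimated correlation every list had an adjusted p of 0.897.

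With 60 splits the smallest share that can be reached is 1 of 60, and it was not adjusted over the comparisons. A result at that share makes chance a less likely source of the edgeR calls but cannot exclude it, least of all for counts of 1 to 3. In several comparisons the real split of the animals was the only one of 60 with as many calls. This held for thyroid (202 calls, highest other split 0) and ovary (61, 1) of females by status, and for their sum over tissues (263, 1). By sex among breeders it held for heart (5, 2), kidney (5, 0), cerebellum (6, 1), hypothalamus (6, 3), pituitary (14, 0), thyroid (2, 0), adrenal (56, 2) and the sum (94, 3). Among non-breeders it held for heart (3, 0), kidney (4, 0), cerebellum (7, 0), pituitary (1, 0), adrenal (3, 1) and the sum (24, 18). In hypothalamus of non-breeders 2 of 60 splits had as many (6, highest other 18), and the cause of the 18 was not tested. Where edgeR called 0 genes, as in males by status, all 60 splits had as many by necessity, so these splits carry no information on chance. The highest other split called 77 in hypothalamus of males, for a cause that was not tested, and at most 2 elsewhere (78 for the sum). For the interaction and for testis against skin all 40 splits had as many as the real 0, again by necessity. The highest other split called 112 for thyroid, for a cause that was not tested, 6 for pituitary and 0 in the others.

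With DESeq2 the real split had the most calls in each of the 9 comparisons tested, 1 of 30 splits. The real and highest other counts for status in females were 73 and 17 in pituitary, 1221 and 119 in thyroid, 125 and 29 in adrenal and 507 and 46 in ovary. By sex among breeders they were 95 and 25 in pituitary, 843 and 108 in thyroid and 473 and 199 in adrenal. In males they were 413 and 309 in skin and 378 and 375 in testis. The split with 375 shared 5 of the 6 breeders with the real one and the split with 309 shared 4. Splits sharing at most 3 gave at most 2 genes in testis and 12 in skin. Other splits sharing 5 gave 0 to 16 in testis, and those sharing 5 in skin gave 0 to 287. The number of breeders shared therefore does not by itself account for the high counts. In the comparisons of status or sex within a tissue, splits that involve breeding males kept BM_3274 and BM_5982 together, so that cerebellum kept its group sizes, and were drawn from 210 distinct splits, against 462 without them.

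At the threshold of 0.01, DESeq2 called 413 genes for status in skin of males. That is higher than the value quoted from the study above. DESeq2 called 843 genes in thyroid of breeders by sex. That is lower than the value quoted from the study above. By status, ovary (507) was slightly above and testis (378) slightly below the quoted values, and adrenal of breeders by sex (473) was below. For status in females the study also gave counts in thyroid, adrenal and pituitary, which are not quoted above. DESeq2 called far more genes than the study in thyroid (1221), and fewer in adrenal (125) and pituitary (73). Sex differences among non-breeders numbered 108 by DESeq2, more than the study's sum, which included liver. The number of genes shared by ovary and testis was the same (22). For all of these the study used an older version of DESeq2.

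In pituitary of females COL9A2, a cartilage collagen, had the smallest adjusted p by status (0.0146), at 65 ± 18.7 CPM in breeders and 268 ± 93.9 CPM in non-breeders (log2 -2.03 ± 0.23). In adrenal C3orf80 stood at 5.97 ± 1.11 and 0.927 ± 0.52 CPM (2.67 ± 0.32, adjusted p = 0.0101 by edgeR).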
